A study of Mus musculus with 8 samples. Its data were reported in "Resf1 is a compound G4 quadruplex-associated tumor suppressor for triple negative breast cancer" (2024).

How the data were processed

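Total RNA was isolated with Trizol from mouse mammary tumors and made into stranded total RNA libraries, per the labels. The labels place 4 tumors in the wildtype group and 4 in the heterozygous group. For RNA-seq, the authors describe alignment with STAR in Partek Flow, median-ratio normalization and differential expression with DESeq2, but the build named is human and the steps behind the mouse tumor table are not stated. The authors deposited a table with 1 row per gene, whose first column holds Ensembl mouse gene identifiers, and this identifier column is the only one used. The table is named for counts, but its values are not whole numbers, and their scaling is not stated. The rule by which its 440 rows were chosen is not stated either. It is far shorter than the annotated transcriptome, so column sums would not give library depth.

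Columns were to be assigned to tumors only where a column name matched a label of that tumor. The table had 8 columns of per-sample values whose names matched no sample, and all 8 were left unused after their values had been inspected for their unit. Assignment by column order or by the values was not attempted, since a group defined from its own expression values cannot then be tested for a difference in expression. The planned model of all genes, the gene set tests, the single-gene descriptions and the comparison of replicates were consequently not carried out. Neither the depth of each sample nor the precision of any expression value is known here.

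Identifiers were matched to GENCODE release M21 (GRCm38) without version numbers, and 434 of 440 matched. The 6 that did not match carried numbers above the highest in that release. The authors' annotation is therefore later than M21 for at least these rows, and its genome build is not stated. All coordinates are those of GENCODE M21 on GRCm38, counted from 1. Gene classes were taken from the GENCODE gene type, with antisense, intergenic and other long noncoding types merged.

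The EMT, MYC target, ribosomal protein and cell type lists were written from general knowledge before the data were examined and may differ from published collections of similar name. The rule for genes named individually, set at the same time, was *Resf1*, 8 preset genes and the genes with the largest significant changes. Only its preset part was applicable, and other genes are named because they belong to a preset list or to a locus described. List shares were compared with two-sided Fisher's exact tests after leaving out genes common to both lists, with Benjamini-Hochberg adjustment over 2 comparisons. The lists were fixed beforehand, but the choice of these 2 comparisons, and the use of Fisher's exact test in place of the planned gene set tests, came after the number of genes on each of the 11 lists had been seen. The EMT and fibroblast lists share 20 genes, the MYC and ribosomal protein lists 11, and the MYC and proliferation lists 7.

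A noncoding locus was said to overlap a protein-coding gene where their annotated spans shared at least 1 base, introns included. The overlap, neighbour and window comparisons were chosen after the gene names in the table had been seen. Loci that overlap no protein-coding gene were assigned the nearest one on the chromosome, by the distance between annotated spans. Loci in and outside the table were compared with a two-sided Fisher's exact test. Neighbouring pairs were counted among protein-coding genes ordered by start position, with chromosomes M and Y left out. They were compared with 10000 random lists that held the same number of genes on each chromosome. The counting was tested on simulated data with 20 lists per condition, in which all 20 lists with 20 planted pairs and 1 of 20 lists without them exceeded the 97.5th percentile. The region around *Resf1* was compared with windows of 10 Mb on each side of every protein-coding gene, again with chromosomes M and Y left out. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Other gene names, list definitions, strands, gene classes and window sizes were tried as alternatives.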

Results

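Bulk RNA from mammary tumors of the MMTV-PyMT mouse was sequenced to ask how a heterozygous *Resf1* knockout changes the tumor transcriptome. In this model the polyoma middle T antigen is expressed from the mammary tumor virus promoter, and the animals develop mammary tumors that spread to the lung. Per the labels, 8 tumors were collected from littermates. They comprised 4 wildtype tumors and 4 tumors from compound animals heterozygous for a *Resf1* knockout allele. The deposited table held 440 gene rows and 8 columns of values. The names of these 8 columns matched no label of any tumor and showed no genotype. No column was therefore assigned to a wildtype or a heterozygous tumor, and the column values were not used. No expression level, fold change, replicate error or test between the genotypes is given for this reason. The sequencing depth of each tumor is unknown here. The results below describe which genes the table contains, which is a property of the table as a whole.

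The rows were first matched to an annotation. Of the 440 Ensembl gene identifiers, 434 had a gene symbol in GENCODE release M21, which annotates mouse build GRCm38. The other 6 identifiers carried numbers above the highest identifier in that release. Among the 434 matched genes, 343 (79%) were annotated as protein-coding. A further 45 (10.4%) were long noncoding RNA genes. Another 27 (6.22%) belonged to the GENCODE class TEC, which holds loci that still await experimental confirmation. There were 17 pseudogenes (3.92%) and 2 mitochondrial ribosomal RNA genes (0.461%). For reference, protein-coding genes made up 39.6% of all 55450 annotated genes, pseudogenes 24.4% and TEC genes 5.81%. No test was made of these shares, because the rule that put a gene into the table is not stated and the genes that could have entered it are unknown.

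The rows were then placed on the chromosomes of GRCm38. The table contained 1.56% of all annotated protein-coding genes (343 of 21951). On the autosomes this share ran from 0.835% on chromosome 13 (7 of 838 genes) to 2.73% on chromosome 18 (14 of 513 genes). On chromosome 6, which carries *Resf1*, the share was 2.43% (27 of 1112 genes). The X chromosome contributed 12 of 948 genes (1.27%). The mitochondrial genome contributed 5 of its 13 protein-coding genes, a share of 38.5%, together with both ribosomal RNA genes. These 7 mitochondrial genes were *mt-Rnr1*, *mt-Rnr2*, *mt-Nd2*, *mt-Co1*, *mt-Atp6*, *mt-Nd5* and *mt-Nd6*.

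The study asked whether *Resf1* depletion alters epithelial-to-mesenchymal transition (EMT) programs in mouse mammary tumors. Its results on MYC targets and ribosomal subunit transcripts came from cell lines, and the same programs were looked up here in the tumor rows. Gene lists for these programs, and marker lists for cell types found in mammary tumors, were fixed before the data were examined and were compared with the rows. Membership of the table carries no direction of change and no level of expression. Of the 196 genes on the EMT list, 9 were among the rows (4.59%). Of the 200 MYC target genes, 1 was among the rows (0.5%), and this gene was *Ctps*. Of the 79 cytosolic ribosomal protein genes, 0 were among the rows analysed. The EMT share was higher than the MYC target share when the single gene on both lists was left out (9 of 195 against 1 of 199, two-sided Fisher's exact test, p = 0.0101, Benjamini-Hochberg adjusted over 2 comparisons 0.0202). Removing ribosomal proteins from the MYC list moved this p-value most, to 0.0201. The comparison of the EMT share with that of the ribosomal proteins could not decide (9 of 196 against 0 of 79, two-sided Fisher's exact test, p = 0.0636, adjusted 0.0636). The ribosomal count was already the lowest possible. With 9 genes from the 2 lists in the table, a lower ribosomal share could not have given a smaller p-value. These 2 comparisons were chosen among the 11 lists after the counts on every list had been seen, and the adjustment does not cover that choice. Genes are not independent replicates, so these tests describe the rows of the table and do not compare tumors.

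**Figure D1:**
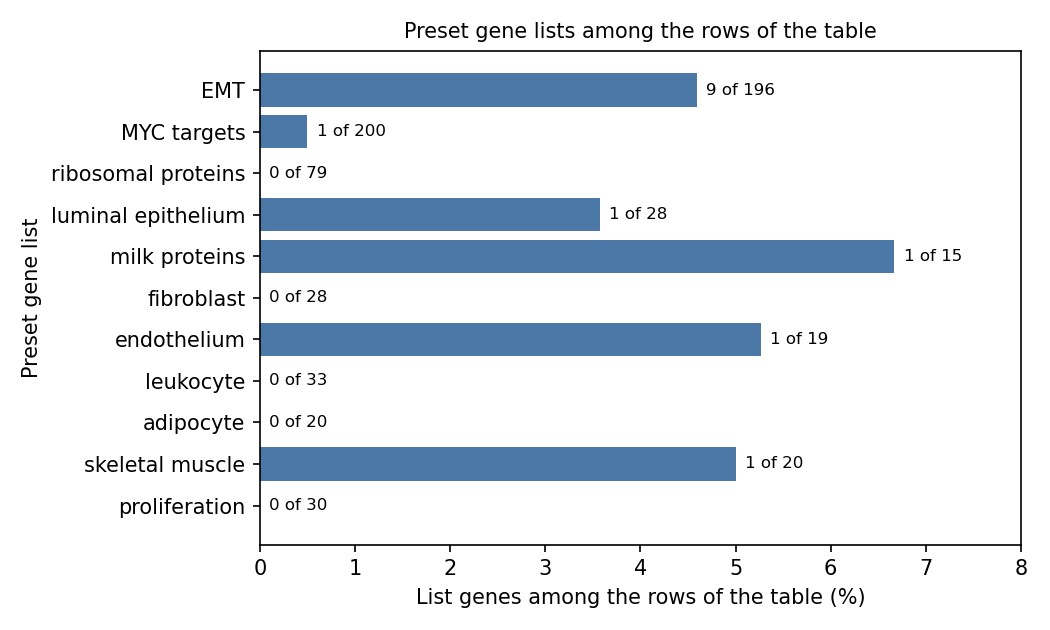
Share of each preset gene list among the rows of the table, in percent of the list's annotated genes on the horizontal axis, with 1 bar per list and the number of genes written beside each bar. The EMT bar stands at 4.59% (9 of 196 genes) and the MYC target bar at 0.5% (1 of 200 genes), and bars for lists of 15 to 33 genes rest on at most 1 gene.

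The 9 EMT genes were *Cald1*, *Ccn2*, *Inhba*, *Oxtr*, *Tgfbr3*, *Thbs1*, *Tpm2*, *Wipf1* and *Wnt5a*. They lay on 7 chromosomes. *Cald1* is on the plus strand of chromosome 6 from 34598500 to 34775473 and *Oxtr* on the minus strand of chromosome 6 from 112473683 to 112489943. *Thbs1* spans 118111876 to 118127133 and *Wipf1* 73429610 to 73529734, both on chromosome 2. *Ccn2* is on chromosome 10 from 24595442 to 24598683, and *Wnt5a* is on chromosome 14 from 28504750 to 28527448. None of the 20 EMT genes that were also on the fibroblast list was among the rows analysed, and 0 of the 28 fibroblast markers were. The leukocyte list (33 genes), the adipocyte list (20 genes) and the proliferation list (30 genes) also had 0 genes among the rows. The luminal epithelium list contributed *Cdh3* (1 of 28 genes), the milk protein list *Csn3* (1 of 15), the endothelium list *Cdh5* (1 of 19) and the skeletal muscle list *Tpm2* (1 of 20), which is also on the EMT list. At these list sizes a single gene moves the share by several percentage points, and the lists were not compared further. No list was made for basal or myoepithelial cells. *Cdh3* is therefore given as a member of the luminal epithelium list and not as evidence of luminal cells. Whether EMT genes such as *Cald1*, *Oxtr* and *Tpm2* came from basal or myoepithelial cells was not examined either.

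The targeted gene *Resf1* (ENSMUSG00000032712) lies on the plus strand of chromosome 6 from 149309414 to 149335663 in GRCm38. Neither it nor any of the other 8 preset genes was among the rows analysed, whatever the column assignment. These 8 genes were the neighbouring candidates *Bmal2*, *Etfbkmt*, *Fgfr1op2* and *Slco1a5*, the epithelial and mesenchymal markers *Epcam* and *Vim*, and *Myc* and *Rpl22*.

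Several rows came from the same stretch of the genome. The table held 89 long noncoding, TEC and pseudogene loci outside the mitochondrial genome, and 51 of them overlapped at least 1 annotated protein-coding gene. For 16 of these 51 loci (31.4%), an overlapping protein-coding gene was itself in the table. Among noncoding loci outside the table that overlapped a protein-coding gene, 221 of 8602 (2.57%) did so with a gene in the table (two-sided Fisher's exact test, p = 1.85e-13). Restricting the loci to TEC genes moved this share most among the sets with any such gene, to 50% (11 of 22). The 16 loci fell in 13 protein-coding genes. *Chn2* overlapped the most, with 3, and was singled out after its overlaps were counted. It lies on the plus strand of chromosome 6 from 54039554 to 54301810. The antisense gene *9530036M11Rik* (54146887 to 54150937) and the processed transcript *Gm15527* (54245742 to 54279076) lie within it on the minus strand. A second processed transcript, *9130019P16Rik* (54269681 to 54430221), overlaps its end on the minus strand. Whether reads were assigned by strand during counting is not stated, so it is unknown how far rows that overlap in this way share reads.

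**Figure D2:**
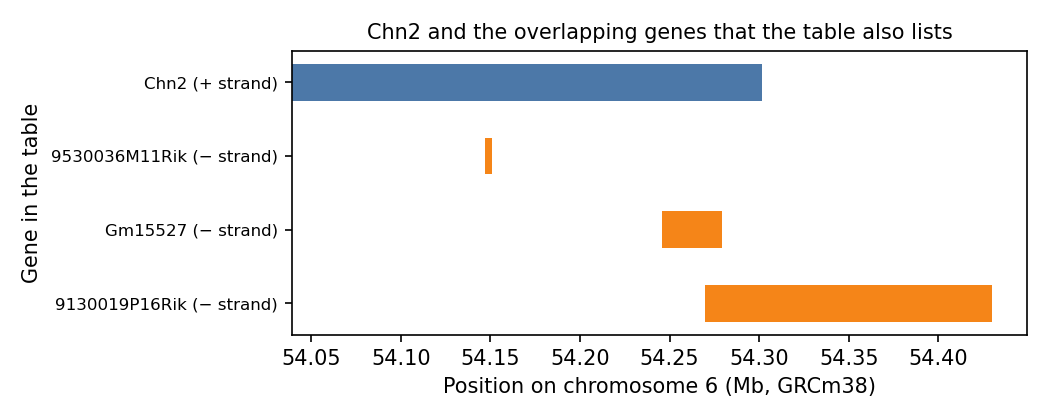
Map of the *Chn2* locus on chromosome 6, with position in Mb of GRCm38 on the horizontal axis and 1 bar from start to end for each gene in the table (*Chn2* in blue, the 3 overlapping noncoding genes in orange). All 3 noncoding genes lie on the minus strand and overlap *Chn2*, which lies on the plus strand.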

Values the study reported

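The study reported that deletion of *Resf1* exon 4 lowered *Resf1* mRNA by 50%. By genotyping tails and tumors, it also found the wildtype allele missing from tumors of many of the mice. Loss of *Resf1* in a heterozygous tumor may therefore be more than partial. For EMT programs in the tumors of both *Resf1* mouse models, the study reported suppression at an FDR below 0.001.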

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

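Of the 20 alternatives planned before the data were examined, 2 were run and 18 were not. The 18 vary the scaling, the filter on low counts, the model, the significance threshold, the gene set test or the tumors included, and all need expression values assigned to tumors. No paired analysis was possible because the numbers in the column names match no label of any tumor.

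The 2 that were run changed the list definitions. None of the genes removed in either case was among the rows, so the counts of list genes in the table could not change and only the list sizes did. Without the genes of the fibroblast list, the EMT list had 9 genes in the table, and the comparison with the MYC targets gave p = 0.00731 (two-sided Fisher's exact test). Without ribosomal proteins, the MYC list had 1 gene in the table and the comparison gave p = 0.0201 (two-sided Fisher's exact test). These 2 alternatives are therefore no independent check of the counts. The other alternatives were chosen after seeing the data. Widening the names by RefSeq synonyms, or using current symbols only, left the counts at 9 EMT genes, 1 MYC target and 0 ribosomal proteins.

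The share of noncoding loci with an overlapping protein-coding gene in the table was 37.5% for overlaps on the same strand, 24.1% on opposite strands, 20.8% for long noncoding RNA genes alone and 26.5% without *Chn2*. Each exceeded the share among loci outside the table. Pseudogenes alone reversed the direction, at 0% (0 of 5 loci against 44 of 2505), and 5 loci are too few to resolve a share of this size. Some choices could not be varied. The noncoding loci outside the table include genes that are silent in mammary tumors, and a comparison among expressed genes alone would need the expression values.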

Other observations

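All tests below were chosen after the gene names in the table had been seen, that of noncoding loci without overlap also after the overlaps were counted, and those of pairs that overlap or share a name stem also after the number of neighbouring pairs was seen.

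The protein-coding genes of the table were often immediate neighbours in the genome. Among 338 such genes there were 27 neighbouring pairs, against a median of 5 and a central 95% range of 1 to 10 in random lists with the same number of genes per chromosome. The one-sided permutation p-value was 0.0001, the smallest that 10000 lists can give, which argues against chance placement among annotated genes. Reads shared between overlapping genes do not account for the excess, because 25 of the 27 pairs did not overlap. Reads shared between paralogs do not account for all of it either. After pairs whose symbols share their first 3 letters were also left out, such as *Hoxb5*, *Hoxb4*, *Hoxb3* and *Hoxb2* on chromosome 11 and *Scgb2b26* with *Scgb2b27* on chromosome 7, 19 pairs remained. Leaving out olfactory and vomeronasal receptor genes and genes with provisional Gm names gave 27 pairs against a random median of 6. Clustering of the genes expressed in mammary tumors stays open as an explanation, because the random lists were drawn from all annotated genes. Regulation of neighbouring genes together, or a change in copy number in some tumors, may also contribute and was not tested.

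The overlap of noncoding loci with protein-coding genes in the table has a candidate technical explanation, reads shared between overlapping genes. Total RNA libraries contain intronic reads, which can be counted for a short locus annotated inside an intron. It was tested on the noncoding loci that overlap no protein-coding gene, where shared reads would leave no excess. The nearest protein-coding gene was in the table for 1 of 38 such loci in the table (2.63%, 95% exact Clopper-Pearson interval 0.0666% to 13.8%) and for 314 of 18206 outside it (1.72%, two-sided Fisher's exact test, p = 0.484). No excess was detectable there, as shared reads would need, but these loci lie farther from a protein-coding gene than overlapping ones do. The interval excludes a share as high as the 31.4% among overlapping loci. It reaches 13.8%, however, so a sizeable excess over 1.72% would be missed with 38 loci. The test cannot separate shared reads from joint regulation of nearby genes. Overlaps on opposite strands were also more frequent than outside the table (24.1% against 2.83%, two-sided Fisher's exact test, p = 1.5e-05), which shared reads would give only if strand was ignored in counting. Joint regulation of a locus and its host, and the expression of both in the same tissue, could also give this and remain open.

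Near *Resf1*, 3 of the 69 protein-coding genes within 10 Mb on each side were in the table (4.35%), and 1.79% of the 21755 windows of the genome had as high a share. These genes, named after the window was examined, were the adjacent *C2cd5*, *Etnk1* and *Sox5*, between 143010920 and 144781977 on chromosome 6. Linkage to the targeted locus was not tested, since no column was assigned to a genotype. The paper crossed heterozygous knockout females of another inbred strain with MMTV-PyMT/FVB males and used their offspring. Wildtype and heterozygous littermates of such a cross share the same pair of strains around *Resf1*, which argues against linked strain variants as the cause. The result also depended on the width of the window. Within 5 Mb on each side, 0 of 38 genes were counted in the table, and within 20 Mb, 5 of 180 were (2.78%), a share reached by 7.0% of windows. The count of 0 depends on how a gene is placed in a window. *Sox5* ends at 144781977, less than 5 Mb from the start of *Resf1* at 149309414, and would be included by the distance between annotated spans. The study places *Resf1* at the distal end of chromosome 6, so the chromosome end may cut the windows around it short on that side. With 3 genes, a local effect of the locus and a chance run of neighbours cannot be told apart.

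The 7 mitochondrial genes in the table include both mitochondrial ribosomal RNAs. No explanation for their presence was tested.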
